A study of Saccharomyces cerevisiae with 4 samples. Its data were reported in "Multi-targeted priming for genome-wide gene expression assays" (2010).

How the data were processed

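Transcript abundance was measured in the budding yeast Saccharomyces cerevisiae, strain S288c, with spotted arrays of open reading frames (ORFs) that were hybridized with a pair of samples, one labelled with the dye Cy5 and the other with Cy3. Per the labels, cells were grown in synthetic complete medium (SC, nitrogen-rich) at 30°C and 160 rpm to an OD600 of 0.4. The nitrogen-poor condition was 12 h in minimal medium (MM), with little ammonium sulfate (0.025%) and neither adenine nor amino acids. An amount of 2 µg of mRNA was reverse transcribed from an oligo-dT primer, which anneals to poly-A tails. The 4 arrays fall into 2 groups by dye orientation, MM in Cy5 with SC in Cy3 and SC in Cy5 with MM in Cy3, with replicate numbers 1 and 2 in each.

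The authors scanned and gridded the arrays, subtracted background from foreground and normalized each array mean by mean over its well measured spots. A spot counted as well measured when its signal exceeded the background by 3 standard deviations of the background pixels. The deposited values are log2 ratios, with 1 value per ORF and array and no pooling of replicates, and spots that were not well measured are blank. The scale and the direction of the ratios were not stated with the values. Arrays of both dye orientations correlated positively, so all ratios had been turned to 1 direction and none was turned again. The array titles and the channel annotations name opposite dyes for the media. For 5 genes the text of the study states an oligo-dT array ratio of MM over SC. The mean of the deposited values over single arrays had the stated sign in 5 of these 5 genes. It was within 0.02 of log2 of the stated ratio in 4 of them. For PHO4 (YFR034C), measured on 3 arrays, it differs from the mean of replicate means given in the report. Of these 5 genes 4 lie inside the reversed runs described in the report, where the replicates do not correlate. The check sets a mean against the ratio stated for oligo-dT arrays of the study, so it does not need the replicates to correlate. It rests on 5 genes. In the opposite direction each of the 5 means would have the wrong sign, which argues against that direction for these 5 genes. On this basis the values are taken as log2 of MM over SC, although the dye annotations differ. If the direction were opposite, every sign below would turn.

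The table holds 6301 ORFs. The systematic name of 5801 of them (92.1%) matched a locus tag of the RefSeq table of assembly R64, which was used for gene symbols only; the other 500 ORFs keep their systematic names. No genome build is named with the values, so no coordinates are given. The arrays held 5941 values (MM in Cy5, replicate 1), 4390 (MM in Cy5, replicate 2), 5844 (SC in Cy5, replicate 1) and 4122 (SC in Cy5, replicate 2), with medians of 0.02, -0.06, 0.05 and 0.01. The number of arrays limits the precision.

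All comparisons below were fixed before the data were examined, unless stated otherwise. The arrays of the 2 dye orientations of each replicate number were averaged to 1 replicate (n = 2), since the series has 2 biological replicates with dye swaps and a dye effect cancels in such a mean. Genes with values on all 4 arrays were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, and the mean log2 ratio was tested against 0, two-sided, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p at or under 0.05. The methods of the study call genes at a P at or under 0.05 from a Bayesian program (BAGEL) that was not used here. They do not name an adjustment, so the count at an unadjusted limma p at or under 0.05 is given too. The fold change at which 50% of genes are given such an unadjusted call (GEL50) came from a logistic regression of the call on the size of the mean log2 ratio, with a 95% interval from the delta method. A dye effect was tested in limma on the 4 arrays with an intercept and a dye term.

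The gene lists were written before the data were examined: 26 genes of the tricarboxylic acid (TCA) cycle, 24 genes under nitrogen catabolite repression, 24 of glutamate metabolism, 19 of arginine metabolism and the urea cycle, and 132 cytosolic ribosomal protein genes. They were tested with cameraPR of limma at a preset correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 5 lists. The named genes are the 5 with the largest increase and the 5 with the largest decrease of the mean log2 ratio among genes called with the same sign on all 4 arrays; the 11 genes of the RT-PCR list (the 10 genes that the study measured by RT-PCR and its endogenous control); in every other list the called gene with the largest change in each direction; and up to 2 genes with the largest called dye term in each direction.

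After the data were examined, the agreement of the replicates was followed along the table, which is in the order of the systematic names. Pearson correlations of the replicate means were taken in windows of 29 genes, and for every possible centre, windows of 20 measured genes of replicate 1 were correlated with replicate 2 read backwards about that centre. Stretches of at least 100 genes with window correlations under 0.7 were divided into runs at the centres that had at least 10 windows with a correlation over 0.9. Within a run, the centre was free to move by up to 3 genes per window, and the same freedom was given to shifted centres. This search was tested on simulated data over 6301 genes: with no reversed run it found 0, and with 1 reversed run it found 1, with its edges within 2 genes of the true ones. The simulated run stood alone and had 1 fixed centre, while runs 1 to 3 of the data adjoin, so this accuracy does not carry over to their edges. In the data, the predicted ends of runs 3 and 4 lay 1 and 6 ORFs from the ends of the stretches of low correlation.

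The limma step was tested on simulated ratios in which 200 genes were changed by 2 on the log2 scale and every gene had the moderated spread of the real fit. For the comparison of media over 3765 genes, 198 of the 200 were called, 0 of them with the wrong sign, and 26 unchanged genes were called. Over the 2994 genes outside the reversed runs described in the report, 200 of the 200 were called, and 12 unchanged genes. Unchanged genes were thus a larger share of the simulated calls than the adjusted p limit allows, most clearly over the 3765 genes. Of the 1263 genes called in the data, 470 changed at least 2-fold, which is less than the simulated change. The simulation therefore does not show how well smaller changes are called.

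The alternatives were the 4 arrays as independent, with a dye term or with the replicate number as a random block, array medians set to 0, array spreads equalised, a filter on at least 1 array of each replicate number, a robust or no moderation, the opposite direction, other list tests, means on the linear scale, and each array left out in turn. With 1 array left out, its replicate number keeps 1 dye orientation, so a dye effect does not cancel in that replicate. Leaving out the reversed runs, testing them alone, a filter on at least 3 arrays, and the replicate number as a block in the test of the dye were added after the data were examined. Figures were drawn with matplotlib 3.10.9. Arrays primed with other primers and the tag sequencing of the study were not analysed here.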

Results

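To profile the response of yeast to nitrogen deficiency with oligo-dT priming, cells in nitrogen-poor minimal medium (MM) were contrasted with cells in nitrogen-rich synthetic complete medium (SC) on 4 arrays, 2 in each dye orientation. Of 6301 ORFs, 3765 were measured on all 4 arrays, 805 on 3, 1325 on 2 and 172 on 1, while 234 had no value. Blank spots were far more frequent on the arrays of replicate 2, where 30.3% (MM in Cy5) and 34.6% (SC in Cy5) of ORFs had no value, than on those of replicate 1, where 5.71% and 7.25% had none.

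Agreement between the arrays shows how far the dye swap and the replicates bear on each other. Correlations are given across genes, which are not independent replicates. Over the 3765 genes, Pearson's r between the dye orientations was 0.928 for replicate 1 and 0.859 for replicate 2 (Spearman's rho 0.885 and 0.760). Between the replicates it was 0.750 with MM in Cy5 and 0.731 with SC in Cy5 (rho 0.734 and 0.683). The log2 ratio had the same sign on all 4 arrays in 2246 genes (59.7%). Chance gives 12.5% for independent arrays, but arrays with the same number are not independent.

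The lower correlation between replicates came from a part of the genome. Along the order of systematic names, the correlation of the replicate means in windows of 29 genes had a median of 0.955 outside, and 0.01 inside, 4 runs of neighbouring genes. The runs spanned YKL054C to YLR037C (385 ORFs), YLR038C to YLR420W (393 ORFs), YLR421C to YMR185W (390 ORFs) and YOR046C to YPL023C (381 ORFs). The same sign on all 4 arrays was seen in 67.2% of genes outside and 30.4% inside the runs. The runs held 24.6% of all ORFs and 771 of the 3765 genes with values on all 4 arrays. Over these 771 genes r between the replicate means was 0.042, against 0.959 over the other 2994 genes. When replicate 2 was read backwards within each run, the median window correlation was 0.888, 0.804, 0.793 and 0.833 in runs 1 to 4. These values allow the centre to move by up to 3 ORFs per window, and backwards readings about shifted centres with the same freedom gave at most 0.443. With 1 fixed centre per run, r read backwards was 0.327, 0.518, 0.568 and 0.544 over the genes of the run, against -0.055, -0.047, 0.081 and 0.152 gene by gene. Arrays of opposite dye orientation with the same replicate number correlated inside the runs (r = 0.941 for replicate 1 and 0.880 for replicate 2). The mean log2 ratio of a gene inside the runs therefore averages values that do not correlate gene by gene, and which replicate follows the gene names was not settled by the deposited values. The values below are given for all genes as designed, with the value outside the runs beside them where it matters.

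**Figure D1:**
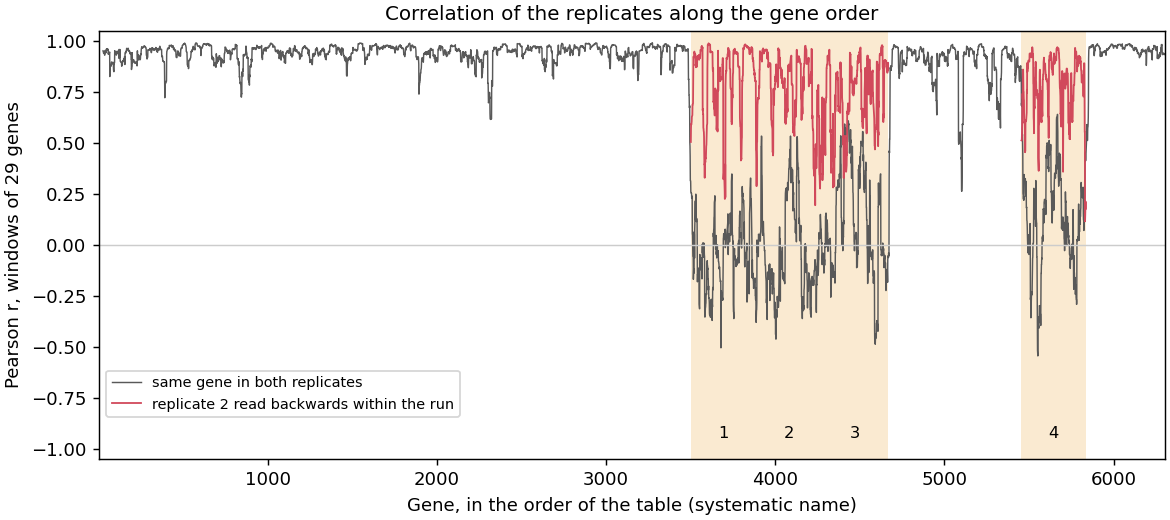
Pearson correlation of the replicate means in windows of 29 genes (vertical axis) along the 6301 ORFs in the order of the table (horizontal axis), for the same gene in both replicates (grey) and for replicate 2 read backwards within the run (red, best of the centres within 3 genes). Shading marks the 4 runs, where the grey line has a median of 0.01 and the red line has medians between 0.793 and 0.888.

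**Figure D2:**
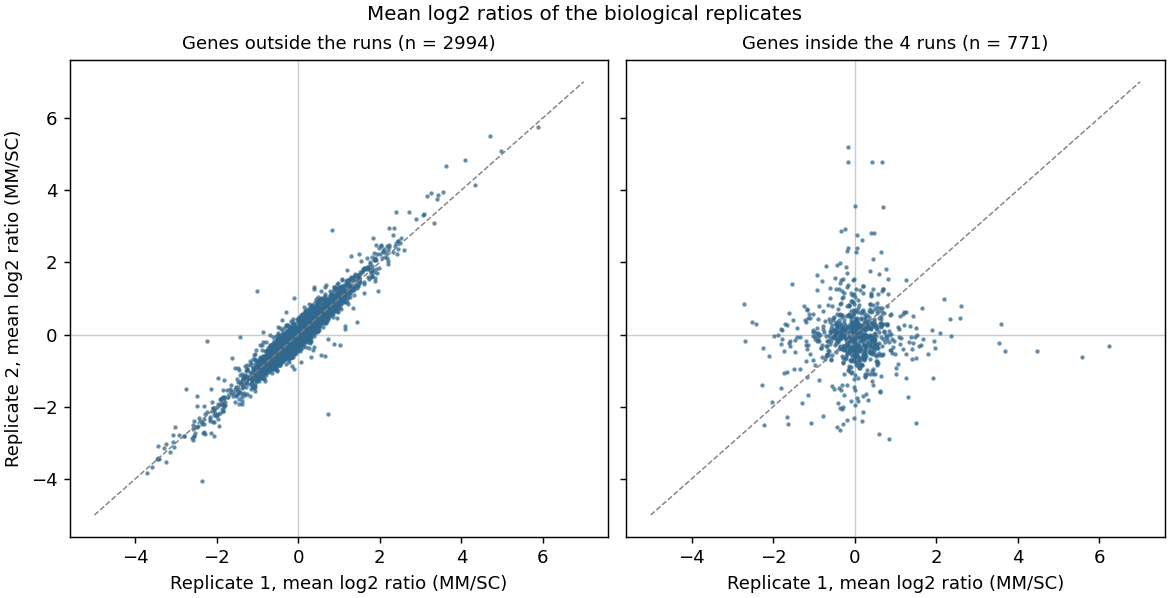
Mean log2 ratio of MM over SC of each gene in replicate 1 (horizontal axis) and replicate 2 (vertical axis), each the mean of 2 arrays of opposite dye orientation, with the line of equality dashed. The 2994 genes outside the runs follow the line (r = 0.959) and the 771 genes inside the runs do not (r = 0.042).

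Contrasting nitrogen-poor and nitrogen-rich conditions, 1263 of the 3765 genes (33.5%) differed by limma at an adjusted p at or under 0.05, with n = 2 replicates. Of these, 622 were abundantly expressed in MM (higher log2 ratio) and 641 meagerly expressed (lower). The direction is the one that gave the stated sign in 5 of 5 genes, and with the signs turned these counts exchange. Of the 1263 genes, 1248 had the same sign on all 4 arrays and 470 changed at least 2-fold. Outside the runs 1209 of 2994 genes (40.4%) were called, and inside the runs 54 of 771. The median SD between replicates was 0.10 on the log2 scale outside and 0.44 inside. When the runs were left out of the fit, 1920 of the 2994 genes were called, 923 higher and 997 lower, and these included all 1209. In that fit limma estimated no variation of the variance between genes, so each gene was tested against 1 common variance and the count amounts to a limit on fold change. When the runs were fitted alone, limma called 0 of 771 genes, with 32 (4.15%) at an unadjusted p at or under 0.05. A test with no moderation called 0 genes and had 877 at an unadjusted p at or under 0.05. It has 1 degree of freedom and so little power after adjustment, and its 0 does not rank moderation above other choices. The count of calls fell to 570 without the array with MM in Cy5 of replicate 2.

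At the unadjusted threshold, 1817 of 3765 genes (48.3%) differed, 882 higher and 935 lower in MM. The share was 56.4% outside and 16.7% inside the runs. Of the alternatives that kept genes both inside and outside the runs, the widest departures were 877 with no moderation and 2374 of 4570 genes with values on at least 3 arrays taken as independent. The corresponding GEL50 was a 1.35-fold change (95% interval 0.0133 to either side, which treats genes as independent). A change of that size or more was seen in 1638 genes (43.5%), 1450 of which passed the unadjusted threshold. Fitted alone, genes outside the runs had a GEL50 of 1.18 and genes inside them 3.16. The 1.18 comes from the fit with 1 common variance, where the call is a cut on fold change. There 2004 genes passed the unadjusted threshold and 2004 lay at or over this GEL50. It is therefore that cut itself and does not measure a probability of a call. Over all 3765 genes with no moderation it was 2.45.

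The size of the change was averaged over genes regardless of direction. The mean fold change was 1.64 over 3765 genes, with 1.69 in replicate 1 and 1.76 in replicate 2 (SD 0.0472, n = 2). Outside the runs it was 1.70 and inside 1.43. Single replicates did not show this difference, with 1.74 and 1.81 inside and 1.68 and 1.75 outside for replicates 1 and 2. At least 2-fold changes were seen in 530 genes, 268 higher and 262 lower. The highest fold change was 56.6, of SPG1 (YGR236C), which lay outside the runs. It was 59.3 in replicate 1 and 54.0 in replicate 2, and lay between 39.8 and 80.4 when single arrays were left out.

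SPG1 thus had the largest increase of the mean of both replicates, with a mean log2 ratio of 5.82 ± 0.10 (SD, n = 2). It was followed by RGI2 (YIL057C) at 5.11 ± 0.57, GRE1 (YPL223C) at 5.03 ± 0.08, INO1 (YJL153C) at 4.46 ± 0.53 and LEE1 (YPL054W) at 4.24 ± 0.13. The largest decreases were those of ARO5 (YGL117W) at -3.78 ± 0.08, ARO10 (YDR380W) at -3.63 ± 0.05, LYS20 (YDL182W) at -3.45 ± 0.02, HIS4 (YCL030C) at -3.44 ± 0.02 and AGP1 (YCL025C) at -3.42 ± 0.01. All 10 genes lay outside the runs, and each had an adjusted p of 0.00864 by limma, the lowest of any gene. Neighbours in rank were not told apart by these replicates where the gap was within their SDs, as between RGI2 and GRE1, between INO1 and LEE1, and between LYS20 and HIS4. Other orders rested on single arrays. Without SC in Cy5 replicate 2, ARO5 was at -3.69 and ARO10 at -3.77. Without MM in Cy5 replicate 2, ARO10 was at -3.50 and LYS20 at -3.60. Each of these 2 orders held when any other array was left out. For SPG1 the dye orientations lay further apart than the replicate means, at 6.90 and 4.88 on the arrays of replicate 1.

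**Figure D3:**
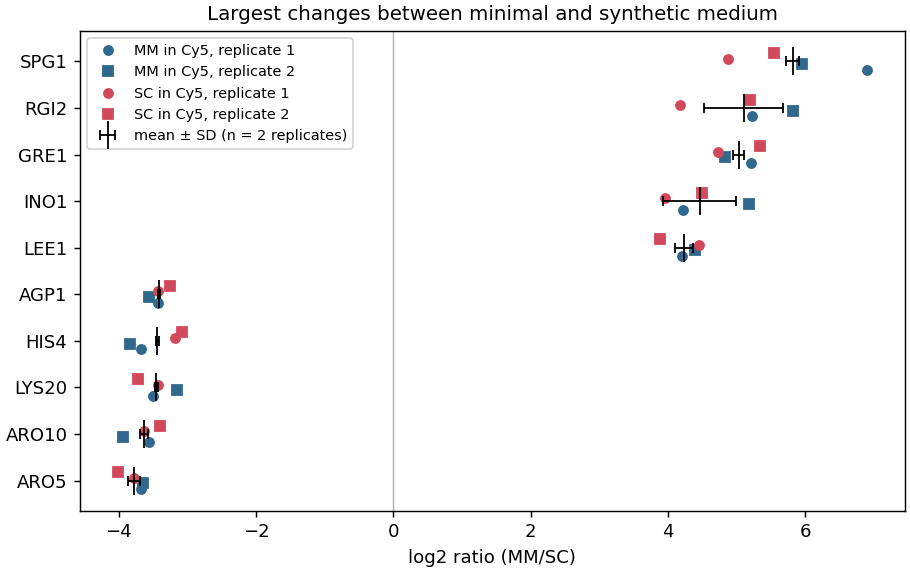
Log2 ratio of MM over SC (horizontal axis) of the 5 genes with the largest increase and the 5 with the largest decrease. Symbols are single arrays by dye orientation and replicate, and black bars are the mean ± SD of the 2 replicate means; all 4 arrays of each gene lie on the same side of 0, with means from 5.82 for SPG1 to -3.78 for ARO5.

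The gene lists ask whether pathways of nitrogen and energy metabolism shifted as a whole against the other genes. Of 17 measured genes under nitrogen catabolite repression, 13 were higher in MM, with a median log2 ratio of 0.86 (0.68 in replicate 1 and 0.80 in replicate 2) and an adjusted p of 0.000674 (cameraPR in limma, 5 lists). Calls over all genes tested numbered 10 higher and 2 lower, and 10 higher and 3 lower adjusted over the list alone. UGA4 (YDL210W) rose most, by 3.59 ± 0.25, and GLN1 (YPR035W) fell most, to -0.99 ± 0.04 (SD, n = 2, limma adjusted p 0.00864 and 0.0152).

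Genes of arginine metabolism and the urea cycle had a median log2 ratio of -0.17 over 9 measured genes and an adjusted cameraPR p of 0.0101, with 4 of 9 higher in MM. Calls over all genes tested numbered 2 higher and 4 lower, and 3 higher and 4 lower adjusted over the list alone. The list went both ways, and its mean of -0.83 rests on strong decreases such as that of ARG3 (YJL088W, -3.39 ± 0.19, adjusted p 0.00864), while DUR12 (YBR208C) was at 0.74 ± 0.08 (SD, n = 2, limma adjusted p 0.0228). DUR12 was no longer called when any 1 of 3 arrays was left out, with an adjusted p of 0.0554 without MM in Cy5 replicate 2, 0.0651 without SC in Cy5 replicate 1 and 0.0631 without SC in Cy5 replicate 2. Such fits are unbalanced for the dye, and DUR12 was at 0.42 and 0.45 with MM in Cy5 but at 0.95 and 1.13 with SC in Cy5. Outside the runs, 6 genes of the list had a median of -0.66 (adjusted cameraPR p 0.00515). With the runs left out of the fit, 3 of them were called higher and 3 lower, so this median lies between a rising and a falling gene.

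Glutamate metabolism had a median log2 ratio of -0.26 over 20 measured genes, 4 of them higher in MM, and did not pass the threshold (adjusted cameraPR p 0.109). Outside the runs its 14 genes had a median of -0.38 and an adjusted cameraPR p of 0.047, but 0.115 at a preset correlation of 0.05 and 0.129 under fry. Of the 20 genes, 1 was called higher and 6 lower, both over all genes tested and adjusted over the list alone. GDH3 (YAL062W) was the one called higher, at 1.73 ± 0.63, and ASN1 (YPR145W) fell most, to -2.54 ± 0.27 (SD, n = 2, limma adjusted p 0.0295 and 0.0092).

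For the TCA cycle the summaries differed in sign. The median log2 ratio over 18 measured genes was 0.62, the mean 0.13 and the mean moderated t statistic -1.84, with 12 genes higher in MM and an adjusted cameraPR p of 0.341. The median was 0.15 in replicate 1 and 0.80 in replicate 2, and 4 of the 18 genes lay inside the runs. Outside the runs the median was 0.22 and the mean -0.18 over 14 genes. Calls numbered 6 higher and 6 lower, both over all genes tested and adjusted over the list alone. MDH2 (YOL126C) rose most, by 2.59 ± 0.52, and CIT2 (YCR005C) fell most, to -2.80 ± 0.01 (SD, n = 2, limma adjusted p 0.0142 and 0.00864).

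Cytosolic ribosomal protein genes had a median log2 ratio of -0.16 over 94 measured genes, 30 of them higher in MM, and did not pass the threshold (adjusted cameraPR p 0.183), though it did without either array with MM in Cy5 (0.0452 for replicate 1 and 0.0440 for replicate 2). Leaving out 1 array leaves its replicate number with 1 dye orientation, where a dye effect does not cancel. For replicates 1 and 2 the median was -0.28 and -0.27 without the array with MM in Cy5. It was -0.073 and -0.092 without the array with SC in Cy5. Passing in those fits therefore cannot be told apart from a dye effect. Calls over all genes tested numbered 2 higher and 15 lower, and 0 in either direction adjusted over the list alone by limma. With the runs left out of the fit, 3 of its 75 genes were called higher and 31 lower, and 3 higher and 29 lower adjusted over the list alone. RPL36A (YMR194W) fell most, to -0.90 ± 0.09. RPS30A (YLR287C-A) rose most, by 1.39 ± 0.17 (SD, n = 2, limma adjusted p 0.0175 and 0.0131), but it lies inside run 2, where the replicates do not correlate gene by gene. Under fry, a self-contained test of the same lists, the arginine list passed (adjusted p 0.019), the nitrogen catabolite repressed list did not (0.0838), and the glutamate (0.0137) and ribosomal (0.0491) lists did, while the TCA cycle did not (0.149). Outside the runs no list passed under fry, with adjusted p of 0.100 for arginine, 0.104 for nitrogen catabolite repression, 0.129 for glutamate, 0.100 for ribosomal proteins and 0.174 for the TCA cycle.

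Of the 11 genes of the RT-PCR list, 5 had values on all 4 arrays. The endogenous control RSM24 (YDR175C) was at -0.0040 ± 0.11 and did not differ between media (SD, n = 2, limma adjusted p 0.978). YSR3 (YKR053C) was at -1.09 ± 2.03, YLR126C at 0.45 ± 0.63, AIM34 (YMR003W) at 0.16 ± 0.43 and TMA16 (YOR252W) at 0.034 ± 0.58, with limma adjusted p between 0.275 and 0.925. All 4 lie inside the runs, and their SDs exceed their means. PHO4 (YFR034C) was measured on 3 arrays and had a mean of -0.28 ± 0.18. THI13 (YDL244W) had 1 array in each replicate, at 1.17 and 1.06. Of the others, AMA1 (YGR225W) at 1.10, MGA1 (YGR249W) at 0.67 and CSI1 (YMR025W, inside run 3) at 0.72 were measured in replicate 1 only, on 2 arrays each, and HXT17 (YNR072W) at -0.64 on 1 array. These 6 genes were not in the fit of genes with values on all 4 arrays.

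The dye term asks which genes move with the dye and not with the medium. Over 3765 genes, 1 gene passed an adjusted p of 0.05 by limma, with 309 (8.21%) at an unadjusted p at or under 0.05. This fit does not pair the arrays by number as the test of the medium does. With the replicate number as a block, 26 genes passed, with 596 at the unadjusted threshold. The median size of the difference between the orientations, which is 2 times the dye term, was 0.22 on the log2 scale, against 0.37 for the mean log2 ratio. Outside the runs, with no block, 2 genes passed, RRP5 (YMR229C) and HXT7 (YDR342C), with 543 (18.1%) at the unadjusted threshold. HXT7 was named after its values were seen. RRP5 was at -1.13 with MM in Cy5 and at 3.83 with SC in Cy5 (means of 2 arrays, adjusted p 0.0116), a difference larger than its log2 ratio between media of 1.35.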

Values the study reported

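With oligo-dT priming of the yeast arrays, the study reported 4620 well measured genes. Of these it listed 2155 as significantly differentially expressed at P ≤ 0.05, with 1080 up-regulated and 1075 down-regulated. It gave 49.15 as the highest and 2.05 as the average gene expression ratio, and a GEL50 of 1.51.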

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

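The test of the dye and the omission of single arrays were planned; the checks of the window and of the mean of RRP5, and the replicate block, were chosen after the result was seen. The log2 ratio of RRP5 (YMR229C) differed between the dye orientations by -4.95 (MM in Cy5 minus SC in Cy5; limma dye term -2.48, adjusted p 0.0116, same direction in 2 of 2 replicates), which is a difference between groups of arrays that compare the same media. It was the only one of 3765 genes to pass in this fit, while 26 passed with the replicate number as a block, and with any 1 array left out and no block 0 genes passed by limma, with 56 to 311 at an unadjusted p at or under 0.05. The reversed runs are argued against, because the replicates correlated at 0.974 in the window around RRP5. A sign that had not been turned on the arrays of one orientation is argued against too, because it would put the mean of both orientations at 0, and this mean was 1.35 with an SD between replicates of 0.017 (n = 2). A dye bias of the probe stays open at the difference of -4.95, since no array carried the same RNA in both channels, so the dye and the orientation cannot be told apart. The dye orientation is technical, and no biological explanation was tested.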

How the results depend on the processing

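Leaving out the reversed runs, testing them alone, the filter on at least 3 arrays and the replicate block in the test of the dye were chosen after the data were seen; the other alternatives were planned. Where no cause is named below, the cause was not tested.

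Taking the 4 arrays as independent, with no replicate block, gave 1744 calls, 845 higher and 899 lower, within 1.5 times of the 1263 with the dye-swapped arrays paired by number, and a GEL50 of 1.28. Whether the numbers pair the arrays was checked by the deviations of same-numbered arrays. These correlated across genes at 0.706 over all genes, at 0.910 inside and at 0.0445 outside the runs, so outside the runs the log2 ratios show no pairing. The consensus correlation of same-numbered arrays there was -0.474, although over all spots same-numbered arrays had similar shares of blanks. It was estimated with no dye term, and same-numbered arrays have opposite dye orientations, so a dye difference lowers it. Pearson's r outside the runs was 0.940 and 0.909 between arrays of 1 orientation, and 0.924 and 0.854 between same-numbered arrays. The same limit holds for the random block below. With the number as a random block (consensus correlation -0.241), 1979 genes were called, 956 higher and 1023 lower, with a GEL50 of 1.23. A dye term with no replicate block gave 1742 calls and a GEL50 of 1.28. With the number as a replicate block in the test of the dye, which has 1 residual degree of freedom, 26 genes passed, and 17 with the runs left out as well, against 1 with no block. Without the block no list changed its side of the threshold.

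The counts of calls stayed within 1.5 times with array medians set to 0 (1243), spreads equalised as well (1142, GEL50 1.37), robust moderation (1284), and at least 1 array of each replicate number (1219 of 4606 genes, GEL50 1.39). With no moderation the test has 1 degree of freedom, and 0 genes were called in either direction, with 877 at the unadjusted threshold and a GEL50 of 2.45. With at least 3 arrays and no replicate block, 1986 of 4570 genes were called, 990 higher and 996 lower, with a GEL50 of 1.29.

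With the reversed runs left out, 1920 genes were called, 923 higher and 997 lower, against 622 and 641. The GEL50 of 1.18 in this fit is a cut on fold change, since every gene had 1 common variance. The mean fold change was 1.70, and 2 genes had a dye effect. With the runs left out and no replicate block, there were 1786 calls and a GEL50 of 1.20. The reversed runs alone gave 0 calls by limma, 0 higher and 0 lower, and 32 at the unadjusted threshold. A wide spread between replicates inside the runs (median SD 0.44, against 0.10 outside) enters the moderation of every gene when all genes are fitted together.

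Leaving out single arrays gave between 570 and 1026 calls, 300 to 496 of them higher and 270 to 530 lower. The lowest counts, 570, 300 and 270, came without the array with MM in Cy5 of replicate 2, and this was the only array that moved them by over 1.5 times. GEL50 lay between 1.39 and 1.5, and unadjusted calls between 1294 and 1661. The highest fold change was that of SPG1 in all 7 alternatives computed for it (each array left out, the linear scale, at least 1 array of each number, and the runs left out). It lay between 39.8 without MM in Cy5 replicate 1 and 80.4 without SC in Cy5 replicate 1 when single arrays were left out, and was 64.5 with means on the linear scale. The mean fold change moved by less than its SD between replicates when single arrays were left out, on the linear scale, and with at least 1 array of each number. With any 1 array left out 0 genes had a dye effect by limma, with 56 to 311 at the unadjusted threshold, and 1 residual degree of freedom remained.

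Turning all signs reverses the list medians by construction, to -0.62 for the TCA cycle, -0.86 for nitrogen catabolite repressed genes, 0.26 for glutamate, 0.17 for arginine and the urea cycle and 0.16 for ribosomal proteins. In no other alternative did a list median change sign. The nitrogen catabolite repressed list (median 0.86) did not pass under fry (adjusted p 0.0838), nor under fry outside the runs (0.104), and passed in the other 10 alternatives (adjusted p 2.97e-05 to 0.0108). The arginine list passed in all of its 11 alternatives (0.00123 to 0.0288), though not under fry outside the runs (0.100), and the TCA cycle in none (0.149 to 0.677). The arginine median of -0.17 was not stable in size: it was -0.06 without SC in Cy5 replicate 2, -0.30 without MM in Cy5 replicate 2, -0.92 with at least 1 array of each number and -0.66 with the runs left out. The glutamate list (median -0.26) passed under fry (adjusted p 0.0137), with the runs left out (median -0.38, 0.047, but 0.129 under fry there) and without either array with SC in Cy5 (0.0369 for replicate 1 and 0.0332 for replicate 2). Its adjusted p ranged from 0.0137 to 0.249 over its 11 alternatives. Its median ranged from -0.36 to -0.18 when single arrays were left out. The ribosomal list (median -0.16) passed under fry (0.0491) and without either array with MM in Cy5 (0.0452 for replicate 1 and 0.0440 for replicate 2). Its adjusted p ranged from 0.0440 to 0.570 over its alternatives, and single arrays left out gave medians from -0.28 to -0.073.

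Of the 25 genes with values on all 4 arrays that were named for their change between media, from the lists or from the RT-PCR list, 22 kept their direction and their side of the threshold in the 8 alternatives computed gene by gene: no replicate block, array medians set to 0, at least 1 array of each number, each array left out, and the runs left out where the gene lies outside them. SIP18 and the genes named for a dye effect were not among these 25. With no moderation none of them was called, with the runs alone RPS30A was not called, and turned signs reverse every direction. DUR12 was not called in 3 cases of an array left out, as given above. TMA16 (YOR252W), which was not called, was at -0.069 without MM in Cy5 replicate 1 and -0.085 without MM in Cy5 replicate 2, and at 0.15 at most. RSM24 (YDR175C), also not called, was at 0.0077 and 0.057 without these arrays and at -0.065 at least. Signal over background limits the rest, since a gene is blank on any array where its spot was not well measured.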

Other observations

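All tests in this part were chosen after the runs had been seen. In 4 runs of 381 to 393 neighbouring ORFs the replicate means did not correlate gene by gene (r = 0.042 over 771 genes), and they did when one replicate was read backwards. The lowest of the 4 median window correlations read backwards was 0.793, while the same reading about shifted centres reached at most 0.443. A candidate explanation is that the order of the ORFs was reversed within each run in one replicate number, as a turned source plate or grid would do. Weak or noisy spots are argued against, because arrays of opposite dye orientation with one number correlated inside the runs, at 0.880 or more. A shift with no reversal is argued against, because no shift of up to 100 ORFs gave a median window correlation above 0.251. A difference between the biological replicates in these genes is argued against as well, because reading backwards pairs different genes, and it gave a correlation above every shifted centre, by at least 0.2, in 4 of the 4 runs.

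Blank spots were not used to find the runs, and what they would show was written down before they were read backwards. They gave a mixed result. The number of blank arrays per ORF correlated between the replicates at 0.379 outside the runs and at 0.166 inside them. Read backwards inside the runs it correlated at 0.123, above the highest of 6 shifted centres at 0.0323 but below the reading gene by gene. Blanks thus do not decide whether the order was reversed, which may be because ORFs blank for reasons tied to their names stay in place; that was not tested.

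If the order was reversed, which replicate carries it was tested on pairs of ORFs with consecutive names on opposite strands. Only 1 ORF of each pair is in the RefSeq table of assembly R64, so that the pair likely overlaps. Outside the runs the log2 ratios of such pairs correlated at 0.397 in replicate 1 (371 pairs) and 0.455 in replicate 2 (182 pairs). Inside run 1, over 19 pairs measured in both replicates, r was -0.0735 in replicate 1 and 0.636 in replicate 2. The difference did not pass a permutation test that exchanged the replicates within pairs (p = 0.195, two-sided, 100000 permutations). Inside runs 2 to 4, over 44 pairs, r was 0.454 and 0.399 (permutation p = 0.801). A reversed replicate 1 in run 1 and a reversed replicate 2 in runs 2 to 4 both stay open on the deposited values, since the pairs are few and reading backwards keeps neighbours together.

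The runs bear on genes of interest to the study. YSR3 (YKR053C), in run 1, was at -2.53 in replicate 1 and 0.35 in replicate 2, and YLR126C, in run 2, was at 0.90 and 0.01. SIP18 (YMR175W), named because it had the highest mean fold change inside the runs, was at 6.24 in replicate 1 and -0.33 in replicate 2 on the log2 scale.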
